# Stress During Lactation: A Hidden Link to Offspring Bone Health

**DOI:** 10.1007/s00223-025-01378-6

**Published:** 2025-05-30

**Authors:** Ranjitha Chandrashekar, Bharath K. Mulakala, Manoj Gurung, Geetanjali Venna, Jolene R. Rearick, Brenda Onyekweli, Meghan L. Ruebel, Jasmine Dada-fox, Jasmina A. Zeledon, Rachelanne Talatala, Kayleigh Rodriguez, Laura R. Osborn, Mary Grace Bishop, Brenda Smith, Kimberly E. Stephens, Edralin A. Lucas, Laxmi Yeruva

**Keywords:** Early life stress, Bone health, Bone mineral density, Gene expression

## Abstract

Early-life resource limitation is one factor that could have a major impact on child health and development. Thus, using a rat model of limited bedding and nesting (LBN), we investigated the postnatal bone development, mineralization, and microarchitecture. Pregnant Sprague–Dawley rats were subjected to a LBN model to induce chronic early-life stress (CES), while a control group was maintained under standard conditions. The offspring were assessed at postnatal day (PND) 10, 21, and 35. Tibial length was measured, and tibial and lumbar vertebral bone mineral density (BMD), content (BMC), and area (BMA) were assessed using dual-energy X-ray absorptiometry (DXA). Bone microarchitecture was examined using microcomputed tomography (μCT). Changes in gene expression from the lumbar vertebrae were analyzed by transcriptome. At PND 10, there were no significant differences in BMD and BMC between the treatment groups, but tibial length was significantly decreased by CES. By PND 21, tibial BMC and BMA were significantly reduced in the CES group, indicating impaired bone mineral accumulation. At PND 35, tibial length remained significantly reduced by CES, while BMD and BMC differences were less affected. Vertebral BMA and BMC were reduced by CES. μCT analysis of tibial cortical bone showed significant changes in cortical thickness and bone volume at PND 10 and 21, respectively. For the lumbar vertebrae, μCT data indicated significant increases in the degree of anisotropy and structural model index at PND 21 and 35, respectively. Transcriptome analyses revealed significant differential expression of genes involved in immune response, cellular repair, and stress adaptation at PND 21 but not at PND 10 and PND 35. CES significantly disrupts BMC, BMD, length, and microarchitecture differently at various stages of postnatal development. Transcriptome analyses suggest that these changes are mediated by alterations in gene expression related to immune function and cellular repair. Future research should focus on tracking the longitudinal impacts of CES on bone health from infancy into adulthood, and exploring nutritional interventions, stress reduction programs, and molecular studies that can mitigate the negative effects of CES on bone.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00223-025-01378-6.

## Introduction

In the United States, approximately, 65% of individuals experience adverse early-life events. In 2007 alone, nearly 3.5 million children were reported to have undergone significant stress. This number has since doubled, with an estimated 6 to 7 million children exposed to stressful events annually between 2016 and 2019 [1, 2]. Stress has a significant impact on physical, mental, and social well-being of an individual [3]. Several factors, such as trauma, abuse, separation, poor maternal health, limited resources, nutrition, environmental and social deprivation, contribute to early-life stress (ELS). ELS, one of the major stresses experienced during childhood, can be acute or chronic and can occur as early as the prenatal period, during *in-utero* development, postnatal period within the first few months of life, and throughout childhood. The prenatal and early infancy period are critical stages of growth and development of a child [4] and especially for bone growth and mineralization and overall bone health [5]. Thus, exposure to any form of stress during these critical periods of development can have long-term health impact such as increased risk of bone fractures throughout their life and into adulthood [6, 7].

Studies have suggested that mental stress and depression, in addition to physical stress, could be a predisposing factor to bone abnormalities, including low bone mineral density (BMD) and fractures [8–13]. Early postnatal period is a rapid bone growth and mineralization stage characterized by rapid elongation and change in size and shape fostered by calcium input from the intestine, renal reabsorption, and calcium store [14]. Adaptation and adjustment to the external environment after birth are needed for optimal bone development, including architecture, bone mass, BMD, and strength. In newborns, during the first 6 months of age, while the endocortical BMD decreases, the bone marrow cavity expands, and bone elongates [15–17]. Although the endocortical bone tissue is reduced, its distribution is shifted to the periosteal surface to compensate for the growing bone length, and in fact, an increase in bone length occurs before bone mass increase [15, 18]. Hence, early childhood is when bone remodeling and adaptation to environmental changes continuously occur. The disruption in this physiology of early-life bone development can contribute to an increased risk of bone fractures and bone fragility into adulthood [19–21]. These reports suggest that stress leads to impairment in bone health. However, studies on offspring experiencing early-life resource limitations during lactation and its impact on postnatal bone development are limited.

Several animal models of ELS have been developed to study childhood adversity and its effects on health outcomes. Prenatal ELS models include maternal restraint, unpredictable stress via foot shocks, and forced swimming during gestation [22, 23]. Postnatal ELS models include daily maternal separation [24–27], chronic early-life stress (CES) introduced through male intruder exposure during early postnatal days [28–31], and limited bedding and nesting (LBN) conditions. The LBN model involves reducing bedding materials and employing mesh platforms to induce fragmented, unpredictable maternal care, and resource scarcity, simulating aspects of neglect and abuse [32–34]. Although animal stress models cannot fully replicate the psychological and social complexities of human stress, physiological responses such as activation of the hypothalamic–pituitary–adrenal (HPA) axis and altered bone metabolism are conserved across species. Limited research has evaluated the effects of the LBN model on bone health during critical developmental windows.

Here, we aim to evaluate the effects of an impoverished environment during the early postnatal period on bone health using the CES rodent model (Molet et al.). This model employs a limited nesting and bedding paradigm to provoke stress in the dam and/or her pups from postnatal day (PND) 2 through 10. While the relationship between the early-life environment and adult bone health is multifaceted and complex, the CES model provides a controlled scenario in which the caregiver is present, but resources are depleted throughout a critical window of bone development. To address the existing knowledge gap, we measured gene expression profiles of the lumbar vertebrae in male and female offspring at PND 10, 21, and 35 and comprehensively evaluated their bone health parameters. Our study provides insights into how resource depletion during early life alters gene expression in bone tissues and affects bone health.

## Materials and Methods

### Study Design

Animal experiments were performed at Arkansas Children’s Research Institute as approved by the rats were housed in 12-h light/dark conditions with ad libitum access to a standard rodent chow (Lab diets, Prolab RMH1800, St. Louis. MO) and water. Timed pregnant Sprague–Dawley rats (Charles River, Wilmington, MA) were delivered to the vivarium on gestational day 18. Dams delivered pups without intervention on PND 0. On PND 2, the dams were randomly transferred to cages containing a standard plexiglass cage with ample sawdust and 3 paper towels to use as nesting material (STD), or an impoverished cage (CES) which had limited sawdust which was inaccessible to the dam by a wire mesh platform which sat 2 cm above the cage floor and one half of one paper towel was provided as nesting material (Fig. 1). Pups were randomly distributed to dams until each litter contained 12 pups with equal male: female ratio. These cages then remained undisturbed for 7 days. On PND 10, all litters were transferred to and maintained in standard cages until offspring were weaned on PND 21. On PND 10, 21 and 35, equal numbers of offspring were anesthetized with isoflurane and euthanized by decapitation. The bilateral tibia and lumbar vertebra were collected and stored at − 80 °C until analyses.

**Fig. 1:**
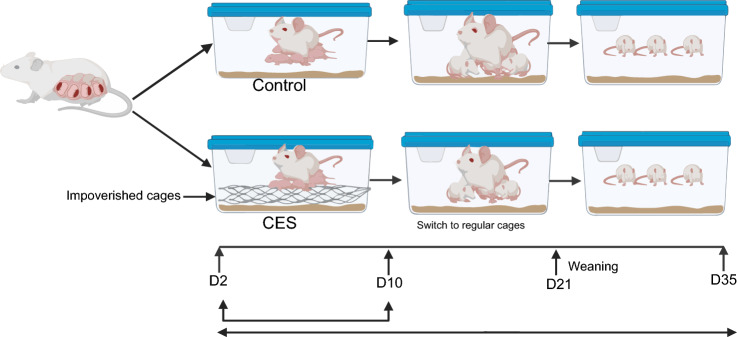
Limited bedding and nesting model of stress. To induce chronic early-life stress (CES) in the rat model, CES cages were provided limited bedding and nesting from postnatal days 2 to 10 and bedding separated with mesh wire, while standard group had access to bedding and nesting material. On day 10, CES dams were transferred to a standard cage with access to bedding and nesting until day 21. The offspring were weaned and housed in a standard cage until day 35. STD—control

### Bone Analyses

Bones were cleaned of adhering muscle tissues. Length of the tibia was measured using a digital caliper (Sheffield, England). Tibial and vertebral bone mineral area (BMA), content (BMC), and density (BMD) were assessed using dual X-ray absorptiometry (DEXA; Lunar PIXI with PIXImus Series Software version 1.4X, GE Medical Systems, Madison, WI). A quality control phantom mouse was scanned before sample measurements were taken to assure no more than 2% deviations were recorded in measurements.

Bone microarchitecture of the tibia and 4th lumbar vertebrae were assessed using microcomputed tomography (μCT40, SCANCO Medical, Switzerland). For the tibia, only the cortical bone was analyzed at the mid-diaphysis, as the growth plate was not visible in these young, growing rats, excluding trabecular analysis. The midshaft of the tibia was evaluated by acquiring 50 slices at the midpoint and analyzing 30 slices (180 μm). Tibial cortical bone parameters that were assessed included the bone volume expressed as a percentage of the total volume (BV/TV), cortical thickness (CoTh), cortical area (CA), bone perimeter (B.Pm), and medullary area.

Vertebral samples were analyzed by acquiring images at a resolution of 1024 × 1024 pixels, ~ 30 μm from the dorsal and caudal growth plates. At the proximal metaphysis, semi-automated contours were placed to include the secondary spongiosa within the volume of interest (VOI) that included 160 to 180 slices. All analyses were performed at a threshold of 250–280 and a sigma and support of 1.2 and 2, respectively. The vertebral trabecular bone parameters assessed included BV/TV, connectivity density (Conn.D), structural model index (SMI), trabecular thickness (Tb.Th), trabecular number (Tb.N), trabecular separation (Tb.Sp), material density (MD), and degree of anisotropy (DA).

### RNA Extraction, Library Preparation, and Gene Annotation

The vertebrae were homogenized using TRIzol reagent (Sigma-Aldrich, St. Louis, MO), and the homogenate was separated into aqueous and organic phases by adding 1-bromo-3-chloropropane (BCP) (Millipore Sigma) and centrifugation. Total RNA was obtained from the aqueous phase using a miRNeasy kit (Qiagen, Germantown, MD) following the manufacturer’s standard protocol. RNA concentration was obtained by measuring optical density at 260 nm wavelength and purity with 260/280 ratio (1.9 to 2.1) using Nanodrop spectrophotometer (Wilmington, DE). RNA quality was determined using RNA Screen Tape Station and analyzed with software A.02.02-SR1 (Agilent Technologies, Inc, Santa Clara, CA). Samples with RNA integrity numbers of 5.5–9.6. RNA were shipped to Novogene Co. Ltd. (USA) for library preparation and sequencing. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads, and stranded mRNA-seq libraries were generated and individually barcoded using NEBNext® Ultra Directional RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer’s recommendations. Fragmentation was carried out using divalent cations under elevated temperature in NEB Next First-Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-) ring followed by the second-strand synthesis in the NEBNext Ultra II Directional RNA Library prep protocol, the reaction uses a buffer containing dUTP, which allows the incorporation of dUTP in place of dTTP. This process is facilitated by the NEBNext Second-Strand Synthesis Reaction Buffer with dUTP mix and the NEBNext Second-Strand Synthesis Enzyme Mix. The incorporation of dUTP is essential for strand specificity, as it renders the second-strand cDNA uracil-containing, making it susceptible to degradation during subsequent PCR steps. This selective degradation ensures that only the first-strand cDNA is amplified, preserving strand orientation in the final library. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. To select cDNA fragments of preferentially 150 ~ 200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then, 3 µl USER Enzyme (NEB, USA) was used with size-selected, adaptor ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index Primer, and PCR products were purified (AMPure XP system). Library quality was assessed on the Agilent Bioanalyzer 2100 system and sequenced by NovaSeq6000 on an S4 flow cell (PE150 read length).

Quality filtered and trimmed raw fastq files were aligned to the rat genome using STAR [35, 36] aligner (version 2.7.9a) and counted by Feature Counts (v.1.5.0-p3) [24]. Differential expression was performed using DESeq2 in R 4.2.0 [37], and the resulting differentially expressed genes (DEGs) were determined using the design matrix of the different factors, such as timepoints, condition and sex, at a defined cut-off criteria of |log_2_ fold-change|≥ 0.25 and *p* value < 0.1 adjusted using the Benjamini and Hochberg’s approach to control the false discovery rate. DEGs were subjected to REACTOME pathway analyses to determine the significantly enriched pathways. To extract further biological insight from the samples, we implemented gene set enrichment analysis (GSEA) [38] which assesses the statistical enrichment of gene ontologies, and pathways, at a 5% significance, and data were visualized using Cluster profiler v4.8.1 [39].

### Statistical Analyses

Statistical analysis of bone parameters was conducted using the Prism software (GraphPad software; version 9.5; Boston, MA). Data were analyzed using 2 factor (factors: stress and sex) analysis of variance (2-way ANOVA) using the mixed model procedure, followed by Tukey’s post hoc test.

## Results

### CES Impairs Growth Rate During the Lactation But Not In Post Weaning Period

To evaluate whether CES affected general growth, body weights were measured across developmental time points. At PND 10 and PND 35, no significant differences in body weight were observed between CES and STD groups. However, at PND 21, offspring in the CES group had significantly lower body weight (*p* < 0.01), indicating a temporary growth delay potentially due to maternal stress or limited nutrition during the lactation period. (Fig. 2).

**Fig. 2:**
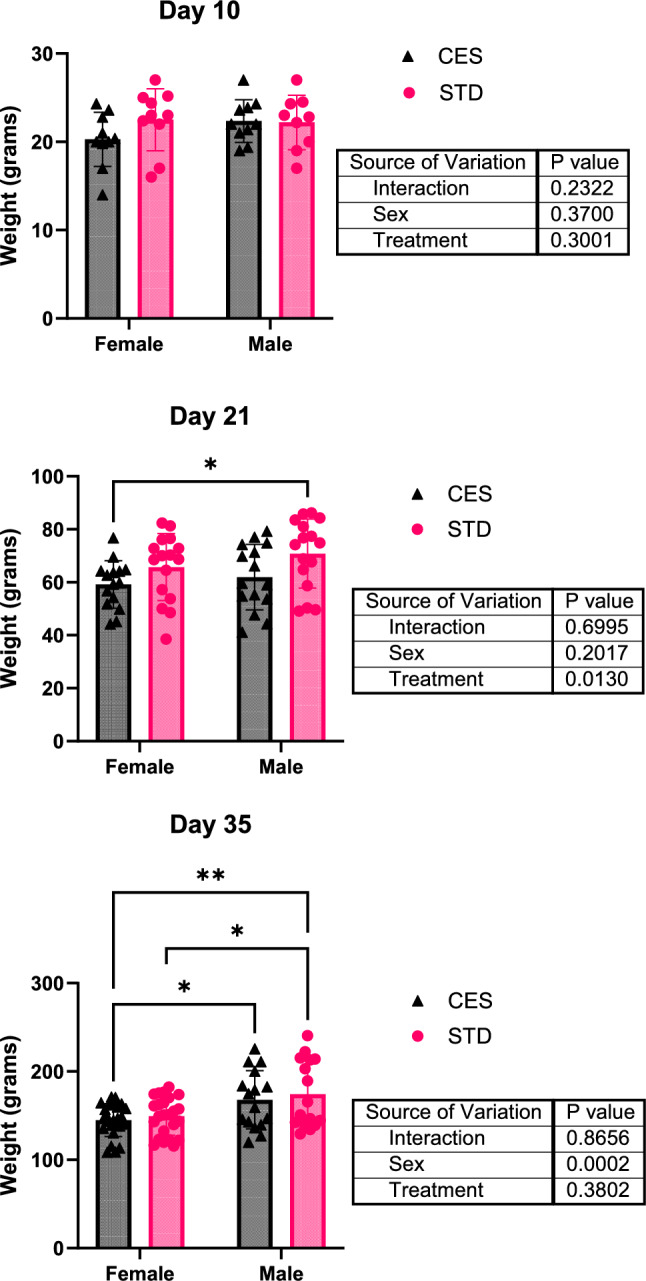
Effect of CES on body weight. Average weight of rats in the control and chronic early stress groups at PND 10, 21, 35. Data are presented as mean ± SD from *n* = 10–25/sex/group/postnatal day. Two-way ANOVA and Tukey’s test with *p* < 0.05 were considered significant. STD—control; chronic early-life stress—CES; * = *p* < 0.05

### Tibial Bone Mineral Content and Length Decreased in Response to CES Across Developmental Stages

At PND 10, tibial BMD and BMC showed no significant differences between treatment groups or sex (Table 1). However, tibial BMA (*p* = 0.0006) and tibial length (*p* = 0.032) were lower in the CES group. A significant treatment–sex interaction (*p* = 0.036) was observed with tibial length of CES males decreasing tibial length but not in the females. By PND 21, CES showed a trend toward lower tibial BMD (*p* < 0.078) and significantly lower BMA (*p* = 0.021), BMC (*p* = 0.001), and length **(***p* < 0.0001) compared to STD. At PND 35, neither BMD nor BMC showed significant treatment or sex differences (Table 1). However, tibial length was shorter (*p* = 0.05) in the CES group, suggesting that CES continues to influence bone growth**.**

**Table 1:** Effect of CES on tibial length and densitometry parameters at postnatal day (PND) 10, 21, and 35

Parameter	STD Male	CES Male	STD Female	CES Female	P value		
					Treatment	Sex	Interaction
PND 10							
BMD (mg/cm^2^)	22.92 ± 1.47	22.85 ± 2.25	23.33 ± 1.93	22.30 ± 2.26	0.439	0.923	0.503
BMC (mg)	7.37 ± 7.55	4.37 ± 0.74	5.00 ± 0.00	4.00 ± 0.53	0.148	0.315	0.463
BMA (cm^2^)	0.21 ± 0.02	0.18 ± 0.03	0.21 ± 0.01	0.17 ± 0.02	0.0006	0.768	0.462
Length (cm)	1.42 ± 0.20^a^	1.19 ± 0.17^b^	1.22 ± 0.05^b^	1.21 ± 0.09^b^	0.0324	0.086	0.036
PND 21							
BMD (mg/cm^2^)	47.05 ± 5.04	45.15 ± 4.08	48.55 ± 4.93	45.19 ± 4.90	0.078	0.597	0.616
BMC (mg)	47.55 ± 4.76	42.20 ± 4.54	47.36 ± 6.19	39.64 ± 8.26	0.001	0.469	0.529
BMA (cm^2^)	1.02 ± 0.13	0.94 ± 0.09	0.97 ± 0.12	0.87 ± 0.13	0.021	0.168	0.758
Length (cm)	2.47 ± 0.10	2.37 ± 0.06	2.47 ± 0.11	2.29 ± 0.11	< 0.0001	0.221	0.191
PND 35							
BMD (mg/cm^2^)	92.91 ± 6.28	90.50 ± 4.16	92.38 ± 8.35	89.70 ± 9.02	0.268	0.769	0.954
BMC (mg)	127.95 ± 48.42	140.40 ± 17.5	144.40 ± 19.4	137.20 ± 20.5	0.738	0.396	0.211
BMA (cm^2^)	1.55 ± 0.19	1.55 ± 0.19	1.56 ± 0.20	1.53 ± 0.19	0.772	0.995	0.746
Length (cm)	3.16 ± 0.14	3.13 ± 0.13	3.28 ± 0.22	3.11 ± 0.14	0.048	0.281	0.181

Values are expressed as mean ± standard deviation (SD). PND 10: Male STD (*n* = 8), Male CES (*n* = 8), Female STD (*n* = 8), Female CES (*n* = 8). PND 21: Male STD (*n* = 11), Male CES (*n* = 10), Female STD (*n* = 11), Female CES (*n* = 11). PND 35: Male STD (*n* = 8), Male CES (*n* = 10), Female STD (*n* = 15), Female CES (*n* = 16). STD- control; CES—chronic early-life stress; BMD—Bone mineral density; BMC—Bone mineral content; BMA—Bone mineral area. Statistical analysis was conducted using two-way ANOVA with Tukey’s post hoc test and significance is defined as *p* < 0.05

### CES Reduces Tibial Mid-Diaphysis Bone Volume and Alters Microarchitecture Across Developmental Stages

As shown in Table 2, at PND 10, no significant effects of CES or sex were observed for most cortical bone parameters, including total volume (TV), cortical area (CA), and medullary area (MA). The exception was cortical thickness, which was significantly higher in the CES group (*p* < 0.0001), suggesting an early impact of CES on this microstructural feature. Interestingly, bone perimeter (B.Pm; *p* < 0.056) tended to be lower in CES groups than in control offspring. By PND 21, CES resulted in significant reductions in TV (*p* = 0.036) and CA (*p* < 0.017), indicating that CES impacts the cortical bone parameters in weaned offspring (Table 2). Notably, cortical thickness did not differ significantly at this stage, suggesting that the initial increase observed at PND 10 did not persist. At PND 35, no CES effects were observed but sex differences emerged, with significant changes in TV (*p* = 0.048) and CA (*p* = 0.002), with males displaying higher values compared to females (Table 2). These findings suggest that CES has a lasting impact on certain aspects of cortical bone microarchitecture, particularly concerning total volume, with sex-specific differences becoming more pronounced as the animals mature.

**Table 2:** Effect of chronic early-life stress (CES) on tibial mid-diaphysis microcomputed tomography parameters at postnatal day (PND) 10, 21, and 35

Parameter	STD Male	CES Male	STD Female	CES Female	P value		
					Treatment	Sex	Interaction
PND 10							
B.Pm (mm)	18.35 ± 2.99	17.14 ± 3.17	17.90 ± 1.26	15.71 ± 1.67	0.056	0.280	0.574
Co.Th (mm)	0.04 ± 0.01	0.05 ± 0.006	0.04 ± 0.00	0.05 ± 0.004	< 0.0001	0.355	0.086
CA (mm^2^)	0.37 ± 0.07	0.38 ± 0.07	0.35 ± 0.03	0.37 ± 0.03	0.362	0.396	0.689
MA (mm^2^)	0.29 ± 0.06	0.29 ± 0.19	0.27 ± 0.06	0.22 ± 0.07	0.510	0.235	0.538
TV (mm^3)	0.10 ± 0.02	0.10 ± 0.04	0.10 ± 0.01	0.09 ± 0.01	0.886	0.221	0.755
PND 21							
B.Pm (mm)	15.16 ± 1.99	14.67 ± 1.21	14.64 ± 2.61	13.89 ± 1.35	0.299	0.273	0.825
Co.Th (mm)	0.16 ± 0.03	0.16 ± 0.02	0.18 ± 0.04	0.17 ± 0.03	0.512	0.233	0.705
CA (mm^2^)	1.15 ± 0.09	1.11 ± 0.13	1.18 ± 0.09	1.07 ± 0.08	0.017	0.775	0.239
MA (mm^2^)	0.17 ± 0.23	0.12 ± 0.04	0.11 ± 0.05	0.10 ± 0.03	0.411	0.293	0.607
TV (mm^3)	0.21 ± 0.04	0.19 ± 0.02	0.20 ± 0.01	0.18 ± 0.01	0.036	0.336	0.336
PND 35							
B.Pm (mm)	13.90 ± 2.18	14.30 ± 0.97	13.67 ± 1.21	13.71 ± 1.49	0.608	0.347	0.671
Co.Th (mm)	0.36 ± 0.05	0.35 ± 0.04	0.34 ± 0.05	0.33 ± 0.04	0.751	0.158	0.845
CA (mm^2^)	2.38 ± 0.12	2.37 ± 0.23	2.21 ± 0.13	2.20 ± 0.21	0.879	0.002	0.926
MA (mm^2^)	0.13 ± 0.17	0.12 ± 0.15	0.17 ± 0.39	0.07 ± 0.02	0.482	0.925	0.527
TV (mm^3)	0.39 ± 0.01	0.39 ± 0.04	0.37 ± 0.07	0.35 ± 0.03	0.498	0.048	0.638

Values are expressed as mean ± standard deviation (SD). PND 10: Male STD (*n* = 8), Male CES (*n* = 8), Female STD (*n* = 8), Female CES (*n* = 8). PND 21: Male STD (*n* = 11), Male CES (*n* = 10), Female STD (*n* = 11), Female CES (*n* = 11). PND 35: Male STD (*n* = 8), Male CES (*n* = 10), Female STD (*n* = 15), Female CES (*n* = 16). STD- Control; CES—chronic early-life stress; B.Pm- Bone perimeter; Co.Th- Cortical thickness; CA—Cortical area; MA—Medullary area; TV- Total volume. Statistical analysis was conducted using two-way ANOVA with Tukey’s post hoc test and significance is defined as *p* < 0.05

### CES Impairs L4 Vertebral Bone Density and Content, with Pronounced Effects in Female Offspring Across Developmental Stages

In the lumbar vertebra, BMD at PND 10 did not exhibit significant treatment effects but showed a significant sex effect (*p* = 0.02) with higher BMD in males compared to females and a marginal interaction effect (*p* = 0.06; Fig. 3A). CES caused a significant reduction in BMC (*p* = 0.009; Fig. 3B) as well as in BMA (*p* = 0.004) in CES, particularly in females (interaction effect, *p* = 0.044; Fig. 3C). At PND 21, BMD was significantly lower in the CES group compared to the control group (*p* < 0.0001) and was also significantly lower in females compared to males (*p* < 0.0001), with a significant interaction effect (*p* < 0.0001; Fig. 4A**)**. BMC also significantly decreased due to CES (*p* < 0.0001), influenced by sex (*p* < 0.0001) with a significant interaction effect (*p* = 0.0006 Fig. 4B). BMA was significantly lower (*p* < 0.0001) in the CES group and in females **(**Fig. 4C). By PND 35, BMD remained significantly lower in the CES group (*p* = 0.002), with significant sex (*p* = 0.026) and interaction (*p* < 0.0001; Fig. 5A) effects. Similarly, BMC showed significant reductions due to treatment and sex effects, with a significant interaction (all *p* < 0.0001; Fig. 5B). BMA was also significantly reduced in the CES group (*p* < 0.0001), with significant sex effects (*p* < 0.0001) and no significant interaction effect (*p* = 0.261; Fig. 5C). These results demonstrate that CES adversely affects vertebral bone density, especially in females, throughout different developmental stages.

**Fig. 3:**
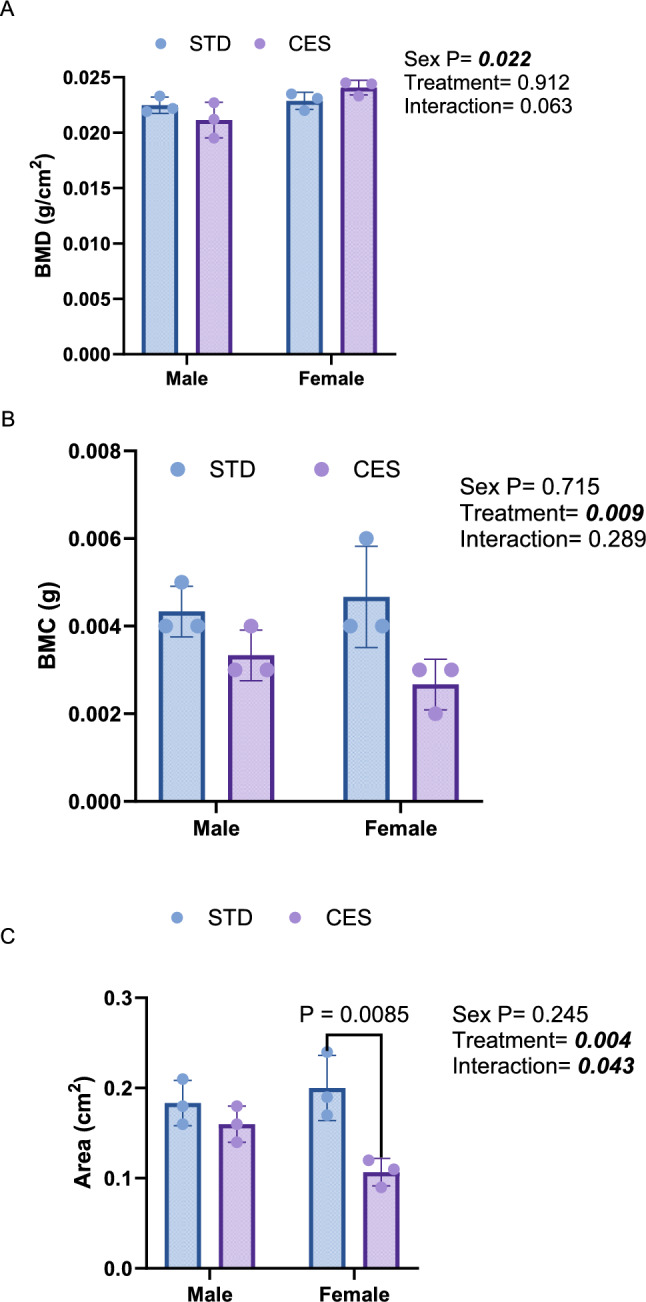
Effects of CES on lumbar bone densitometric parameters at postnatal day (PND) 10. **A** bone mineral density, BMD, **B** bone mineral content, BMC, and **C** bone mineral area, BMA, Data are presented as mean ± SD from *n* = 3/sex/group. Two-way ANOVA and Tukey's test with *p* < 0.05 were considered significant. STD—control; chronic early-life stress—CES

**Fig. 4:**
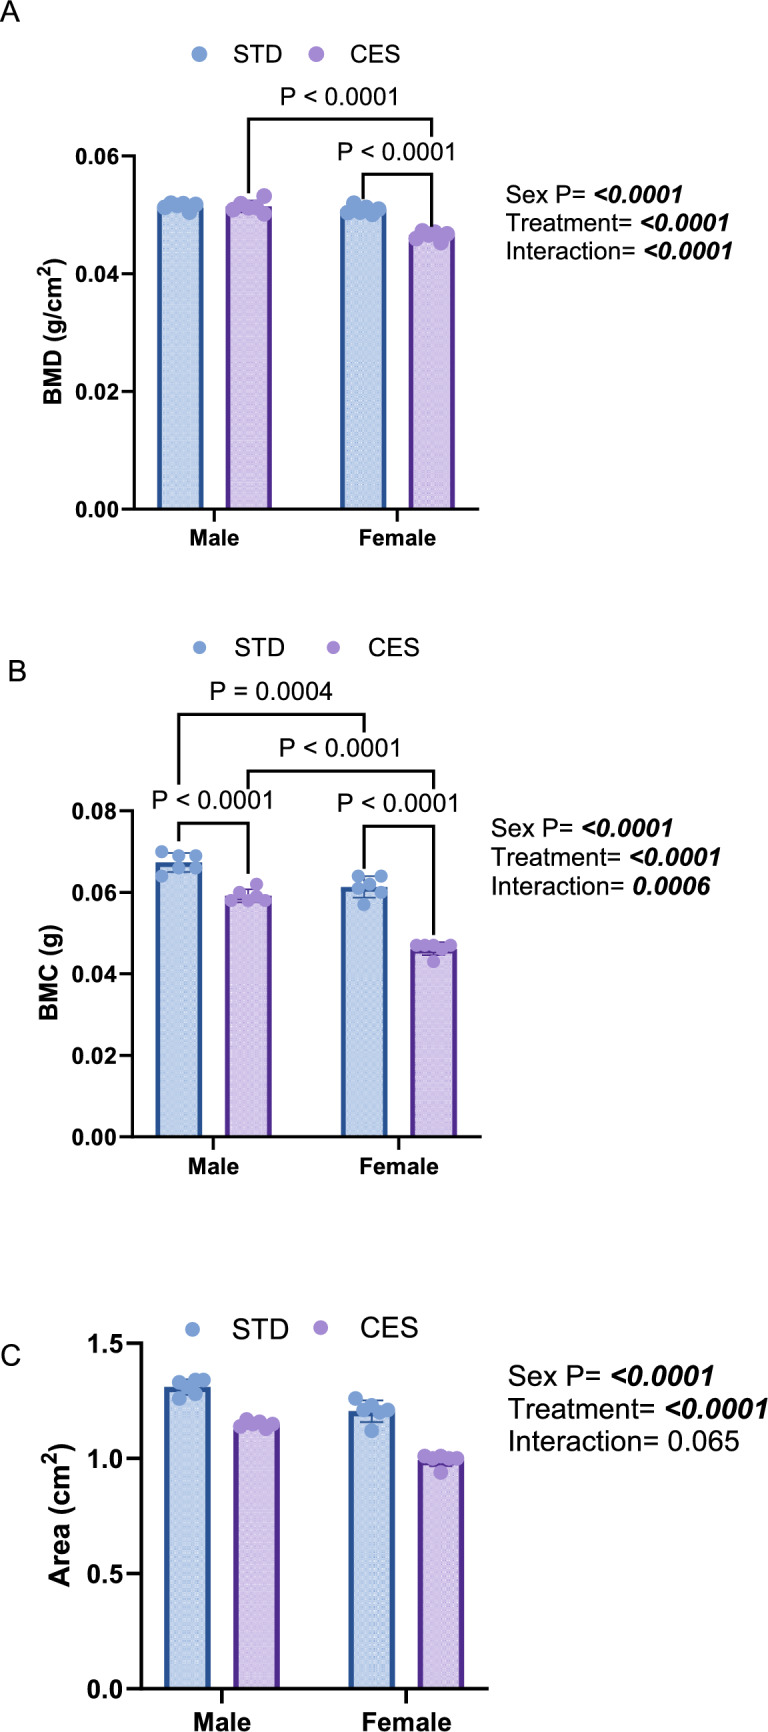
Effects of CES on lumbar bone densitometric parameters at postnatal day (PND) 21. **A** bone mineral density, BMD, (**B**) bone mineral content, BMC, and **C** bone mineral area, BMA. Data are presented as mean ± SD from *n* = 6/sex/group. Two-way ANOVA and Tukey's test with *p* < 0.05 were considered as significant. STD—control; chronic early-life stress—CES

**Fig. 5:**
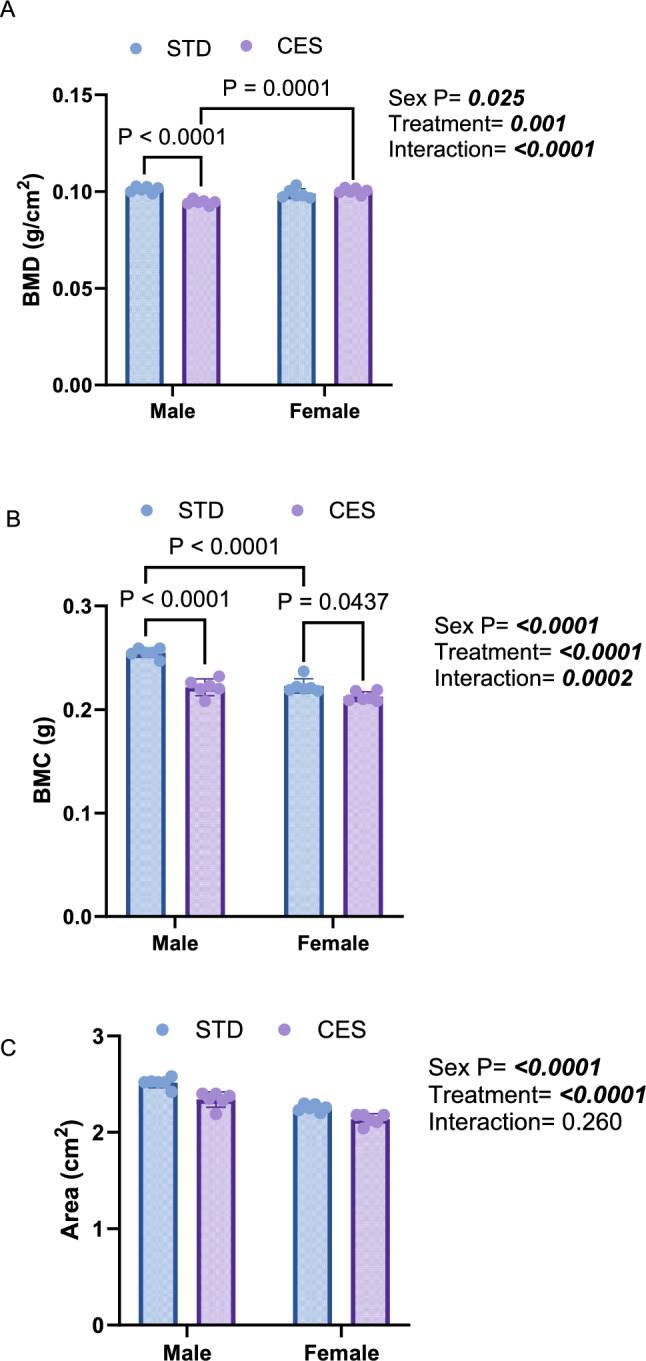
Effects of CES on lumbar bone densitometric parameters at postnatal day (PND) 35. **A** bone mineral density, BMD, **B** bone mineral content, BMC, and **C** bone mineral area, BMA. Data are presented as mean ± SD from *n* = 6/sex/group. Two-way ANOVA and Tukey's test with *p* < 0.05 were considered as significant. STD—control; chronic early-life stress—CES

### CES Alters L4 Vertebral Trabecular Structure and Anisotropy of the Offspring with Sex-Specific Effects at Later Stages

No group differences were observed in the morphometric parameters Tb.Th, Tb.N, or Tb.Sp due to CES at PND 21 and 35 (Table 3). However, at PND 21, BV/TV showed a significant sex effect (*p* < 0.0001), with females exhibiting higher values compared to males, but there were no treatment or interaction effects. Material density was also significantly influenced by sex (*p* < 0.0001), with females exhibiting lower MD compared to males, but there were no treatment or interaction effects. Additionally, the DA, which reflects the directional dependence of trabecular organization, showed a significant treatment effect (*p* = 0.04), with higher values in the CES group. This suggests that CES influences trabecular alignment, although sex and interaction effects were not significant. For SMI, males exhibited significantly higher values (more rod-like trabecular structure) compared to females (*p* < 0.0001), but there were no treatment or interaction effects (Table 3). By PND 35, BV/TV tended to be lower in the CES group (*p* = 0.054), with a significant sex effect (*p* = 0.005), where males exhibited lower BV/TV than females (Table 3). SMI was significantly higher in the CES group (*p* = 0.048) and among males (*p* = 0.001), indicating a more rod-like trabecular structure, particularly in stressed male rats. Furthermore, the DA exhibited a significant interaction effect (*p* = 0.046), further emphasizing the impact of CES on the orientation of the trabecular structure (Table 3).

**Table 3:** Effect of chronic early-life stress (CES) on lumbar vertebra microcomputed tomography parameters at postnatal day (PND) 21 and 35

Parameter	STD Male	CES Male	STD Female	CES Female	P value		
					Treatment	Sex	Interaction
PND 21							
BV/TV	0.28 ± 0.03	0.28 ± 0.01	0.35 ± 0.03	0.35 ± 0.03	0.962	< 0.0001	0.820
Tb.Th (mm)	0.10 ± 0.02	0.13 ± 0.01	0.13 ± 0.01	0.13 ± 0.02	0.084	0.065	0.054
Tb.N (mm)	3.53 ± 0.81	2.83 ± 0.23	2.87 ± 0.44	3.13 ± 0.83	0.445	0.537	0.105
Tb.Sp (mm)	0.29 ± 0.05	0.33 ± 0.05	0.32 ± 0.05	0.31 ± 0.07	0.613	0.818	0.214
MD (mgHA/cm^3^)	746.39 ± 4.68	778.87 ± 7.02	730.08 ± 6.08	732.84 ± 18.06	0.073	< 0.0001	0.2119
Conn.D (1/mm^3^)	92.11 ± 11.70	87.28 ± 11.43	81.99 ± 11.59	87.70 ± 14.24	0.344	0.383	0.936
DA	1.21 ± 0.03	1.24 ± 0.06	1.23 ± 0.04	1.28 ± 0.03	0.041	0.071	0.602
SMI	1.07 ± 0.18	1.11 ± 0.10	0.23 ± 0.44	0.31 ± 0.56	0.722	< 0.0001	0.918
PND 35							
BV/TV	0.35 ± 0.02	0.32 ± 0.02	0.39 ± 0.04	0.36 ± 0.04	0.054	0.005	0.971
Tb.Th (mm)	0.11 ± 0.02	0.11 ± 0.01	0.12 ± 0.01	0.12 ± 0.00	0.763	0.152	0.689
Tb.N (mm)	3.29 ± 0.59	3.04 ± 0.49	3.26 ± 0.90	3.04 ± 0.30	0.383	0.958	0.964
Tb.Sp (mm)	0.30 ± 0.05	0.31 ± 0.04	0.29 ± 0.06	0.30 ± 0.03	0.653	0.661	0.891
MD (mgHA/cm^3^)	847.70 ± 10.76	845.98 ± 16.75	845.37 ± 14.42	845.41 ± 10.51	0.538	0.607	0.369
Conn.D (1/mm^3^)	80.02 ± 10.05	80.36 ± 6.51	93.61 ± 23.86	82.51 ± 6.34	0.387	0.211	0.358
DA	1.44 ± 0.12^a^	1.33 ± 0.04^a^	1.38 ± 0.12^a^	1.45 ± 0.07^a^	0.648	0.434	0.046
SMI	0.38 ± 0.22	0.73 ± 0.24	-0.05 ± 0.35	0.18 ± 0.42	0.048	0.001	0.659

Values are expressed as mean ± standard deviation (SD) rom n = 6 for all groups.

STD—control; CES—chronic early-life stress; BV/TV—Bone volume to total volume ratio; Tb.Th—Trabecular thickness; Tb.N—Trabecular number; Tb.Sp—Trabecular separation; MD—Material density; Conn.D—connectivity density; DA—Degree of anisotropy; SMI—Structure model index. Statistical analysis was conducted using two-way ANOVA with Tukey’s

### CES Impacted Gene Expression of 4th Lumbar Vertebrae in the Offspring

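Gene expression was measured by mRNA-seq in the fourth lumbar vertebra of Sprague-Dawley rat pups, with 1 library per pup. From PND 2 to PND 10 pups were raised in chronic early-life stress (CES) cages, where bedding and nesting material were limited, or in standard (STD) cages. All litters were moved to standard cages on PND 10. At PND 10 there were 10 CES and 9 STD libraries, at PND 21 there were 9 CES and 9 STD libraries, and at PND 35 there were 13 CES and 12 STD libraries. By their labels, 4 of 9 libraries in each PND 21 group came from males, and at PND 35 only 2 libraries of each group did. The vertebra holds marrow as well as bone, so the RNA comes from blood-forming cells, bone cells and other tissue together. The deposited table gives counts of reads per Ensembl gene for 30560 genes, made by the authors with STAR (2.7.9a) and featureCounts (1.5.0-p3) on the genome build mRatBN7.2. Totals per library ran from 15076020 to 21062472 (median 18193930) in CES and from 17291643 to 21011990 (median 17868868) in STD at PND 21. They ran from 16320505 to 28498510 (median 17618413) in CES and from 17557916 to 28846072 (median 18723082) in STD at PND 10, and from 14932119 to 22622085 (median 18466589) in CES and from 16427600 to 22912833 (median 18619234) in STD at PND 35. From these counts, 16670 genes with enough reads were kept and tested with the quasi-likelihood test of edgeR in 1 fit over all 62 libraries, with 6 groups of age and treatment, a term for the labelled sex, and TMM normalization. The paper's threshold was used, an adjusted p under 0.1 and a log2 fold change of at least 0.25 in size. Gene names could be taken only from Supplemental table 1, because the count table holds Ensembl identifiers alone. Choices that could change the numbers are the fit over all ages, which shares 1 estimate of the spread, the sex term and the filter on low counts. The tests take each pup as a replicate. Treatment was given to whole litters, and the sources do not say which pups shared a litter.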

To investigate the overall impact of CES on the transcriptome profile of the bone lumbar vertebrae, we conducted mRNA-seq at PND 10, 21, and 35. 

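Age accounted for more of the variance between libraries than treatment or sex did. The first principal component of the 500 most variable genes held 55.1% of the variance and the second held 11.4%. Over all tested genes, age accounted for 37.2% of the variance (permutation p = 1e-04, the smallest that the permutations can give), and sex for 1.66% (p = 0.0478, permuted within age). Over the 500 most variable genes, age accounted for 50.3% (permutation p = 1e-04) and sex for 3.56% (permutation p = 6e-04). Within single ages sex accounted for 14.1% of the variance of these genes at PND 10 (permutation p = 0.0036), 9.7% at PND 21 (permutation p = 0.0937) and 7.36% at PND 35 (permutation p = 0.0879). Over all tested genes it accounted for 5.48% at PND 10 (permutation p = 0.412) and 4.75% at PND 21 (permutation p = 0.601). At PND 35 that share was 6.97% (permutation p = 0.0568). The third component, with 5.28% of the variance, parted the 25 libraries with over 1000 counts on chromosome Y, at -17.3 to -3.35, from the other 37, at 0.988 to 12.6. Y-linked genes were not left out of the 500, so they may make this split themselves and add to the share of sex there. Between females and males 12 genes passed the threshold, 6 higher and 6 lower in females. Of the 6 lower genes 4 lie on chromosome Y, and all 6 higher genes lie on chromosome X. The most strongly changed of the Y-linked genes, ENSRNOG00000060048, was lower in females by a log2 fold change of -6.52 (standard error 0.844, adjusted p = 7.4e-07 from edgeR). The counts of the 30 genes of chromosome Y gave a check of the sex labels. They went against the label in 5 of 62 libraries, namely 1 CES library labelled male with 1 count (replicate 11, PND 21) and 4 labelled female with 2018 to 2683 counts (STD replicates 11 and 16 at PND 21, CES replicates 23 and 29 at PND 35). Among the other 57 libraries, those labelled male had over 1000 such counts (highest 4371) and those labelled female 0 to 51. By these counts, 3 of 9 CES and 6 of 9 STD libraries at PND 21 were Y-positive. With the sexes kept apart at PND 21, no gene passed the threshold by edgeR in females (10.6% of the tested genes at an unadjusted p under 0.05) or in males (1968 genes), and none for the difference between the sexes (661 genes). DESeq2 with the same 12 groups gave 4 genes in females, 1 in males and 5 for the difference, and limma voom with sample weights gave 1, 0 and 0. Without the 5 libraries, edgeR passed 876 genes in females, 0 in males (1435 genes at an unadjusted p under 0.05) and 0 for the difference (648 genes). The only STD females of PND 21 in that fit were replicates 10, 14 and 18. With STD replicate 11 alone left out, 743 genes passed in females, and with STD replicate 14 alone left out 1 gene did. With STD replicate 18 alone left out, no gene passed in females (376 genes at an unadjusted p under 0.05).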

PCA showed no clear separation between males and females (data not shown); therefore, we combined the data for males and females for further analysis (Fig. 6A). Differential gene expression analysis (DEG) revealed no difference at PND 10 and 35 between CES and STD groups. 

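No gene differed between CES and STD at PND 10 or at PND 35 at the threshold. The edgeR test gave 597 genes at an unadjusted p under 0.05 at PND 10 and 566 at PND 35, with smallest adjusted p values of 1.00 and 0.751. Chance alone would give about 5 in 100 of the tested genes, which is more than either count. Among genes with a name in Supplemental table 1, Orm1, an acute-phase protein of the blood, came closest at PND 35, with a log2 fold change of -1.27 (standard error 0.502, unadjusted p = 0.0138). At PND 10 it was Zfp382, a zinc finger gene, with 0.17 (standard error 0.0892, unadjusted p = 0.06). Ms4a1, which encodes the B cell marker CD20, had -0.77 (standard error 0.405) at PND 10 and -0.52 (standard error 0.359) at PND 35. Neither of these values passed. With DESeq2 in the same design, which tested 24304 genes without the low-count filter, 11 genes passed at PND 10 and 34 at PND 35. DESeq2 on each age alone passed 0 and 2, and limma voom with sample weights passed 2 and 0. On each age alone and without a sex term, a fit chosen after the values were seen, DESeq2 passed 0 at both ages. A count of 0 here sets no limit on changes smaller than this number of pups can show.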

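At PND 21 most of the genes that differed were lower in the vertebrae of CES pups. Of the 16670 genes tested, 565 were lower and 29 were higher in CES. The named genes with the largest falls included Fpr1, a receptor of neutrophils for formyl peptides, with a log2 fold change of -2.40 (standard error 0.696, adjusted p = 0.0745 from edgeR), and Btnl10, with -1.94 (standard error 0.505, adjusted p = 0.0688). Prg3, an eosinophil granule protein, had -1.97, and Tnfrsf13b, a receptor of B cells, had -1.69, both past the threshold. Pik3r5, a regulatory subunit of a phosphoinositide kinase of white blood cells, was at 2.81 ± 2.04 CPM (SD, n = 9) in STD and 1.07 ± 0.45 CPM (SD, n = 9) in CES, and Itga4, an integrin of white blood cells, at 8.24 ± 4.12 and 4.19 ± 1.19 CPM. Few genes with a name were higher in CES, since names came only from Supplemental table 1, which lists 57 lower and 9 higher genes. The study chose those genes on these libraries, so the named genes do not describe all genes that passed here. Zfp382 rose by a log2 fold change of 0.37 (standard error 0.093, adjusted p = 0.0688) and Tesk2, a protein kinase, by 0.36 (standard error 0.105, adjusted p = 0.0748). Without STD replicate 18, Btnl10 had -1.28 and Prg3 -1.29, and neither passed. The lowest adjusted p was 0.0688, shared by many genes, so that none passed at 0.05, and 2581 genes had an unadjusted p under 0.05. The count rests on single libraries and on the fit. Without CES replicate 11, 12 or 18, or STD replicate 15 or 18, it was 0 (1323 to 2459 genes at an unadjusted p under 0.05), without CES replicate 14 it was 165, and without CES replicate 13 or 16 or STD replicate 13, 14, 12 or 11 it was 1020, 1056, 1183, 1217, 1289 and 1622. On the PND 21 libraries alone edgeR passed no gene (2174 at an unadjusted p under 0.05) and DESeq2 passed 34, and over all ages limma voom with sample weights passed 5.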

Interestingly, at PND21, we observed 66 DEGs (log_2_ fold-change > 0.25 and adj *p* value < 0.1; Fig. 6B, Supplemental table 1) between the CES and STD groups, of which 57 and 9 were downregulated and -upregulated, respectively, in the CES compared to the STD group. We performed REACTOME pathway enrichment analysis to understand the functional significance of these DEGs. We observed that downregulated genes in the CES group were significantly enriched in neutrophil degranulation and innate immune and immune system pathways (False discovery rate, FDR, *p* value < 0.05; Fig. 6C).

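The neutrophil genes that could be matched were lower in CES vertebrae at PND 21. Of 37 neutrophil genes listed before the data were examined, 8 could be matched to identifiers, and all 8 were lower in CES. Of these, 5 passed the threshold over all genes (Fpr1, Fpr2, Cxcr2, Hp and Fcnb), and all 8 passed when adjusted over the list alone. The study chose these 8 genes on the same PND 21 libraries, so their direction and their passing are not independent evidence. Cxcr2, a chemokine receptor that guides neutrophils out of the marrow, was at 6.77 ± 6.01 CPM (SD, n = 9) in STD and 2.32 ± 0.753 CPM (SD, n = 9) in CES, a log2 fold change of -1.53 (standard error 0.425, adjusted p = 0.0688 from edgeR). Hp, which encodes haptoglobin, was at 18.7 ± 14.9 CPM in STD and 7.82 ± 2.42 CPM in CES. Fcnb, a ficolin stored in neutrophil granules, was at 60.3 ± 40.2 CPM in STD and 27.9 ± 7.36 CPM in CES. S100a9, an abundant calcium-binding protein of neutrophils, was at 251.1 ± 172.3 CPM in STD and 113.7 ± 32.9 CPM in CES and did not pass (adjusted p = 0.115). As a list, the 8 genes were lower by camera (adjusted p = 2.1e-07 with a preset correlation, adjusted p = 0.0288 with an estimated correlation). Since the members were chosen as changed on these libraries, this test cannot decide whether neutrophil genes in general were lower. The STD libraries of PND 21 were spread more widely than the CES libraries for each of the 4 genes given, and STD replicates 18 and 15 were highest, at 591.8 and 452.6 CPM for S100a9. Without STD replicate 18, Cxcr2 had a log2 fold change of -1.16 with an adjusted p of 0.591 and Hp a log2 fold change of -0.87 with an adjusted p of 0.591. No enrichment over Reactome terms could be computed, because the terms and the names of most genes are not used here.

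**Figure D1:**
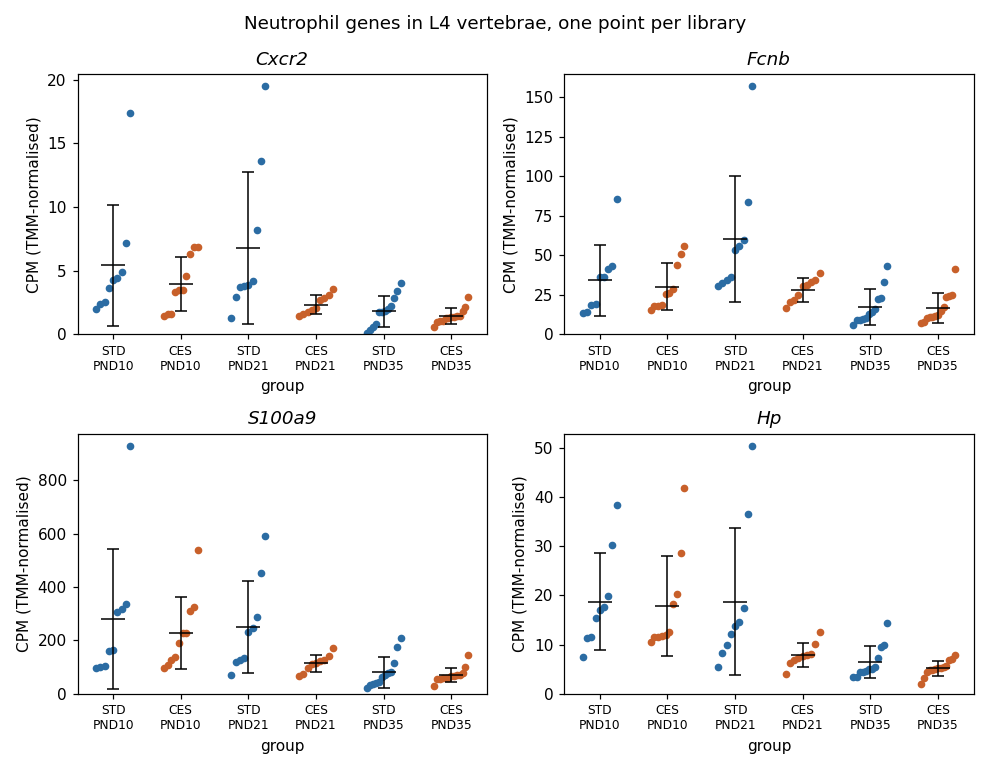
CPM after TMM normalization (vertical axis) of Cxcr2, Fcnb, S100a9 and Hp in each group of age and treatment (horizontal axis), with 1 point per library and a bar for the mean with its SD. At PND 21 the Cxcr2 values of CES libraries lay between 1.42 and 3.57 CPM, and those of STD libraries between 1.23 and 19.5 CPM.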

**Fig. 6:**
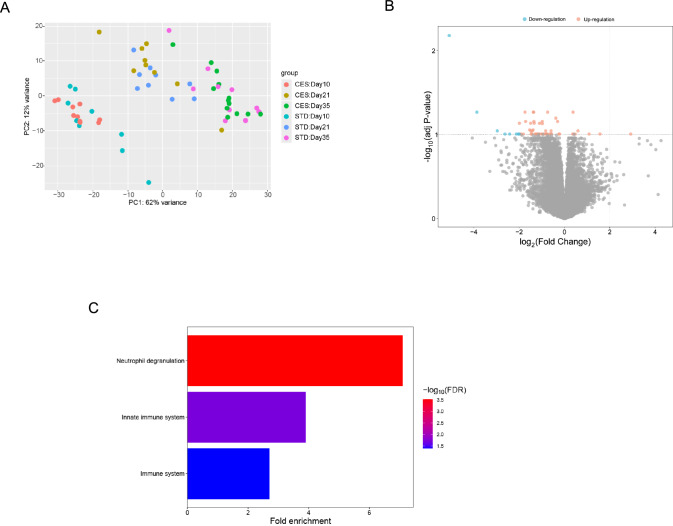
Influence of CES on spine (Lumbar vertebrae 4) gene expression profile in PND21 rat offspring. The principal component analysis (PCA) plot shows no group (STD and CES) clustering across three different time points **A**. An overview of differentially expressed genes between the CES and STD group at day 21 **B**. Bar graph showing the list of significantly enriched pathways in the STD group compared to the CES group on day 21 **C**. DEGs—differentially expressed genes; STD—standard; CES—chronic early-life stress. Sample *n* = 9/group with 4 males and 5 females in each group

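Treatment accounted for little of the variance at any age. At PND 21 it held 8.84% of the variance of all tested genes (permutation p = 0.1), at PND 10 it held 5.4% (p = 0.431) and at PND 35 it held 3.55% (p = 0.74), each with sex in the model. On the first component 1 CES library of PND 21 stood apart from the other 8 (replicate 16, at 30.8, where the next highest was at 0.768). The highest STD library of PND 21 lay at 9.71, and the PND 35 libraries lay from -5.24 to 46.3.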

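The gene with the smallest adjusted p in Supplemental table 1, ENSRNOG00000070065, was either present or nearly absent in all but 1 library, a CES library of PND 10 with between 20 and 100 counts. It lies on chromosome 2 of mRatBN7.2 from 20869527 to 20870649, and the table gives it no name. At PND 21, 3 of 9 STD libraries had over 100 counts (highest 574) and 6 had under 20, while all 9 CES libraries had 10 counts or fewer. This is the most uneven division that 3 such libraries allow, and Fisher's exact test (two-sided) gives it p = 0.206, so the test could not reach 0.05 at this age. Both kinds of library occurred in each group at the other ages, with 4 of 10 CES and 3 of 9 STD libraries over 100 counts at PND 10 and 2 of 13 CES and 6 of 12 STD libraries at PND 35. In the edgeR test at PND 21 it had a log2 fold change of -4.74 (standard error 1.77, adjusted p = 0.144). The paper's reported value is -5.08.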

To capture the subtle molecular differences between the groups fully, as some individual genes may not meet the statistical threshold after adjusting for multiple *p* value correction, we performed Gene Set Enrichment Analysis (GSEA) using the whole transcriptome. 

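In the fit over all ages, neither gene list that could be tested passed by camera at PND 10 or PND 35, but single lists passed under some other settings. The 8 neutrophil genes with an identifier had a median log2 fold change of -0.30 at PND 10 (camera p = 0.301) and -0.48 at PND 35 (p = 0.0659), with all 8 below 0 at both ages. The 5 erythroid genes had medians of -0.03 (p = 0.422) and 0.09 (p = 0.395). No member of either list passed alone, whether over all genes or when adjusted over the list alone. The study chose these genes on PND 21 libraries, so the other ages are independent of that choice. With sample weights in limma voom, the erythroid list was higher at PND 10 (adjusted p = 0.00414) and the neutrophil list lower at PND 35 (adjusted p = 0.00276), and the neutrophil list was also lower at PND 35 with no filter on low counts (adjusted p = 0.0323) and by fgsea on the DESeq2 statistic (adjusted p = 0.0137). With the replicate numbers as a block, though they do not pair the samples, the neutrophil list was lower at PND 35 by camera (adjusted p = 0.039). None of these camera calls held with an estimated correlation, chosen for these settings after the calls were seen. It gave adjusted p = 0.286, 0.312, 0.567 and 0.585 in the order given. In the fit over all ages an estimated correlation gave adjusted p = 0.702 for both lists at PND 10 and 0.686 for both at PND 35.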

No pathways were enriched in vertebral bone of the STD or CES group at PND 10 and 35. However, at PND 21, 135 pathways were significantly enriched in the vertebral bone of the STD group, while only 17 pathways were significantly enriched in the CES group. The top 10 significantly activated pathways in the STD group were involved in cell growth and development-related pathways, including condensation of prometaphase chromosomes, the unwinding of DNA, activation of the pre-replicative complex, polo-like kinase-mediated events, DNA strand elongation, and G1 specific transcription (Fig. 7A), whereas the significantly enriched pathways in the CES group were involved in neurotransmission signaling-related pathways, such as transmission across chemical synapses, neuronal system neurotransmitter release cycle, glutamate neurotransmitter release cycle, GABA synthesis release reuptake and degradation, acetylcholine neurotransmitter release cycle, protein–protein interactions at synapses and neurexins and neuroligins (Fig. 7B). 

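Genes of DNA replication with a name were lower in CES at PND 21, and Unc13b, the member of the synapse list with a name, was higher. Orc1 and Cdc6, which load the replicative helicase at origins, had log2 fold changes of -1.01 (standard error 0.274, adjusted p = 0.0688 from edgeR) and -0.85 (standard error 0.265, adjusted p = 0.0873). Mcm5, a subunit of that helicase, was at 69.2 ± 35.9 CPM (SD, n = 9) in STD and 39.5 ± 5.78 CPM (SD, n = 9) in CES, and its log2 fold change was -0.81. E2f2, a transcription factor of the G1 to S transition, was at 126.4 ± 79.2 CPM in STD and 65.2 ± 12.4 CPM in CES, with a log2 fold change of -0.96. All 4 passed the threshold. Xrcc2, which acts in homologous recombination, also passed with -0.60 (standard error 0.132), and Fancg of the Fanconi repair complex had -0.57 and did not pass (adjusted p = 0.12). Unc13b, which primes synaptic vesicles for release, was higher in CES at 10.4 ± 1.43 CPM against 7.87 ± 1.22 CPM in STD (log2 fold change 0.40, standard error 0.112, adjusted p = 0.0688). Gabrr1, a subunit of a receptor for the transmitter GABA, is named in Supplemental table 1 but is not on that list, and it is given here after its values were seen. It had too few counts for the fit over all ages, and it was lower in each of the fits without 1 library that kept it, with log2 fold changes from -2.42 to -1.80. Without STD replicate 18, none of Orc1, Cdc6, Mcm5, E2f2, Xrcc2 and Unc13b passed, and Mcm5 had -0.56 and E2f2 -0.65. Without CES replicate 11, 12 or 18 or STD replicate 15, none of them passed either. Only 3 of 35 replication genes and 1 of 39 synapse genes on lists made before the data were examined have an identifier with a name. With so few matched members, the lists as such were not tested. The study picked these genes from the same libraries, so the direction of these members is not independent evidence.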

The full list of significantly enriched pathways in the STD and CES group is found in Supplemental table 2.

**Fig. 7:**
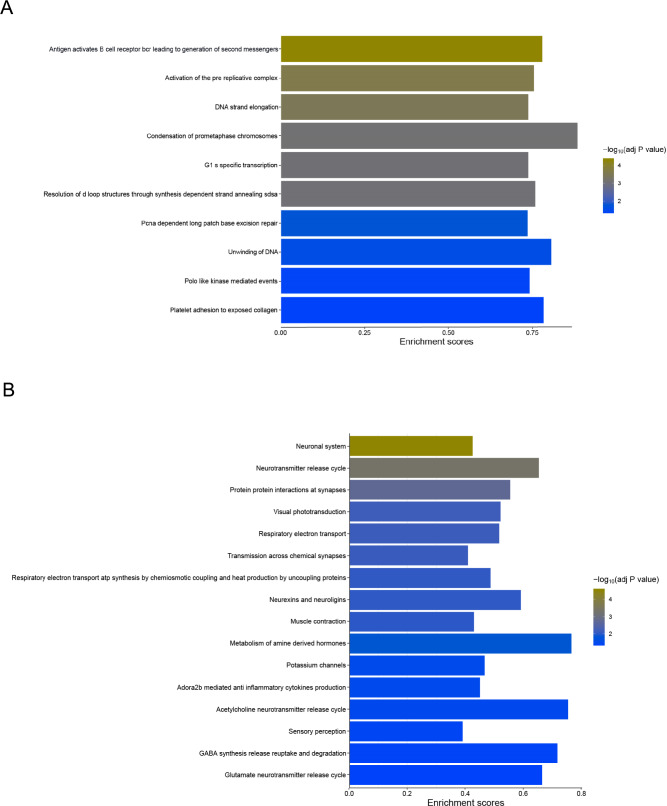
Gene set enrichment analysis. The top significantly enriched REACTOME pathways in STD **A** and CES **B** groups at PND 21. STD—standard; CES—chronic early-life stress. Sample *n* = 9/group with 4 males and 5 females in each group

## Discussion

Limited resources during early life, including both prenatal and postnatal periods, have been shown to significantly affect the offspring by impairing cognitive development, increasing susceptibility to immune dysfunction, and reducing BMD [5, 40, 41]. CES disrupts various physiological systems, including skeletal development [42, 43]. However, most CES-related bone studies have focused on aging populations [44–47] or utilized maternal separation models [43]. In contrast, our study employed the LBN model, a minimally invasive paradigm designed to mimic resource scarcity while preserving maternal presence, to evaluate postnatal skeletal development. Compared to maternal separation, LBN may more accurately simulate limited resources in early life [43]. The postnatal timepoints selected, PND 10, 21, and 35, correspond to early infancy, childhood, and preadolescence, respectively, in humans [48], providing a translational framework for developmental evaluation. Our findings support the hypothesis that limited resources act as a significant risk factor for altered bone growth and mineralization.

Tibial BMC, indicative of calcium and phosphorus accumulation, was significantly reduced by CES at PND 21 but not at PND 10 or 35, suggesting a specific vulnerability during this window of development. Interestingly, tibial length was consistently reduced across all ages in CES rats, suggesting potential growth retardation. Since the mother is the primary source of nourishment prior to weaning, it is possible that altered maternal care or milk composition contributed to reduced mineral accrual [49, 50]. However, this remains speculative and warrants further investigation in future studies.

The observed BMD reduction is consistent with published findings on the long-term skeletal consequences of early-life stress [42, 43, 51–53]. For instance, maternal separation in rodents resulted in reduced BMD at 8–10 months of age [43], while stress-induced models, such as electric foot shock or PTSD induction, similarly showed BMC/BMD loss in prepubertal mice but not in adults [51]. Importantly, Zupan et al. [54] linked these changes to increased osteoclastogenesis, suggesting stress-driven enhancement of bone resorption pathways. Microarchitectural assessments revealed early effects of CES on cortical bone. At PND 10, CES increased cortical thickness, potentially suggesting compensatory mineral deposition; however, this was coupled with lower bone perimeter, indicating reduced bone size and possibly diminished structural integrity. By PND 21, CES significantly decreased cortical total volume and area, markers of compromised growth. These effects were no longer significant by PND 35, though sex differences emerged, with males showing greater cortical area and volume. These findings highlight the age-specific nature of the impacts of CES with limited resources setting and suggest partial recovery or adaptation after weaning.

Notably, CES caused persistent reductions in vertebral BMC and BMD, particularly in females, across all time points. Given the high trabecular content of the lumbar vertebrae and its metabolic sensitivity, these findings suggest long-term susceptibility of axial skeleton to CES. Increased DA at PND 21 and elevated SMI at PND 35 further suggest altered bone architecture and a shift toward mechanically unfavorable, rod-like trabecular structures. Such changes may reduce peak bone mass accrual and increase fracture risk, emphasizing the clinical relevance of preventing CES.

In terms of molecular mechanisms, gene expression analysis of the L4 vertebra at PND 21 provided insight into stress-induced alterations. We chose the L4 vertebra for transcriptomic analysis due to observed structural and mineralization changes, as well as the role of bone as a sensitive target of stress-regulated hormonal and metabolic pathways. Though RNA-seq in bone presents challenges due to tissue heterogeneity, recent literature supports its utility in identifying relevant biological changes when interpreted in the context of supporting phenotypic data [39]. 

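Hoxa4 and Fos had higher mean levels in CES vertebrae at PND 21, but neither passed the threshold in the fit over all ages. Hoxa4, a homeobox transcription factor, lies on chromosome 4 of mRatBN7.2 from 81289682 to 81291685. It was at 4.92 ± 0.777 CPM (SD, n = 9) in CES and 3.69 ± 0.417 CPM (SD, n = 9) in STD, a log2 fold change of 0.42 (standard error 0.169, adjusted p = 0.19 from edgeR). Fos, an immediate early gene and a part of the AP-1 transcription factor, lies on chromosome 6 from 105121170 to 105124036. It was at 25.2 ± 3.47 CPM in CES and 16.8 ± 4.64 CPM in STD, a log2 fold change of 0.59 (standard error 0.223, adjusted p = 0.148). With DESeq2 on the PND 21 libraries alone and no sex term, a fit chosen after the values were seen, both passed (adjusted p = 0.0993 for Hoxa4 and 0.09 for Fos). At PND 10 the log2 fold changes were -0.01 for Hoxa4 (standard error 0.161) and 0.01 for Fos (standard error 0.216). At PND 35 they were -0.19 (standard error 0.143) and 0.24 (standard error 0.188). None of these values at the other ages passed.

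**Figure D2:**
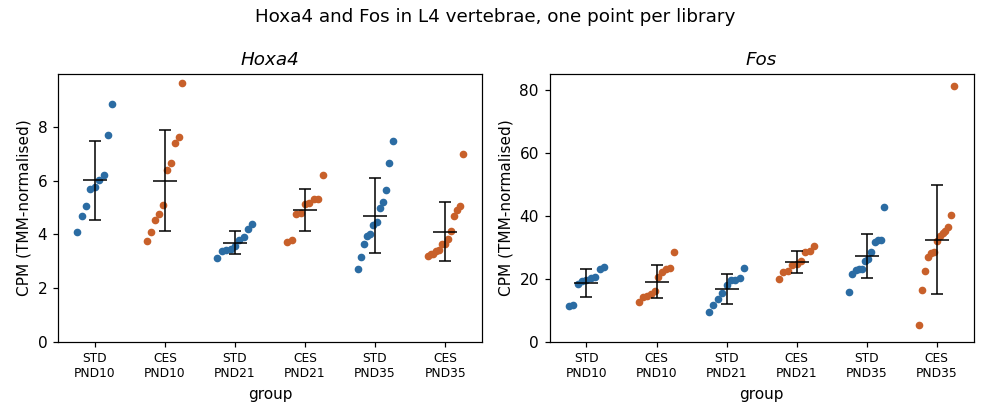
CPM after TMM normalization (vertical axis) of Hoxa4 and Fos in each group of age and treatment (horizontal axis), with 1 point per library and a bar for the mean with its SD. At PND 21 the Fos values of CES libraries had a median of 24.8 CPM and those of STD libraries a median of 18.1 CPM.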

Our data revealed upregulation of HOXA4 and FOS—genes associated with inhibited cell proliferation and disrupted bone remodeling, respectively [55]. Moreover, we identified downregulation of neutrophil degranulation pathways, which may suggest suppressed immune activity or altered bone marrow niche function. 

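Named genes of other blood-forming lineages were lower as well. Of 27 erythroid genes listed before the data were examined, 5 have an identifier and all 5 were lower in CES at PND 21. Add2, a protein of the red cell membrane skeleton, was at 74.2 ± 57.5 CPM (SD, n = 9) in STD and 32.4 ± 7.61 CPM (SD, n = 9) in CES, a log2 fold change of -1.19 (standard error 0.316, adjusted p = 0.0688 from edgeR). Gfi1b, a transcription factor of red cell and platelet precursors, had -1.22, and Trim58, a ubiquitin ligase of late erythroblasts, had -1.46. These 3 passed the threshold, and all 5 passed when adjusted over the list alone. Without STD replicate 18, Add2 had -0.79 and Gfi1b -0.80, the change in Trim58 was smaller by over 1.5 times, and none of the 3 passed. Gypa, which encodes glycophorin A, was at 195.9 ± 144.5 CPM in STD and 84.8 ± 28.3 CPM in CES and did not pass (adjusted p = 0.105), and neither did Klf1, the erythroid transcription factor (adjusted p = 0.109). The list was lower by camera (adjusted p = 2.7e-06 with a preset correlation, adjusted p = 0.0288 with an estimated correlation). Ms4a1 was at 9.18 ± 8.46 CPM in STD and 3.26 ± 0.781 CPM in CES, and Cd5l, a protein secreted by macrophages, at 9.26 ± 7.06 and 3.62 ± 1.05 CPM, and both passed. Hmox1, the haem-degrading enzyme of macrophages, passed with -0.61 (standard error 0.149). These genes too were chosen by the study on the same libraries, so their direction and the list test are not independent evidence. From the lower neutrophil degranulation pathways, the paper proposes that immune activity may have been suppressed or the function of the marrow niche altered.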

While previous work showed similar suppression in response to physical stress (e.g., exercise) [56–58], our findings extend this to early-life limited resources paradigm. Gene set enrichment analysis showed that in standard (STD) conditions, pathways related to cell growth and differentiation were dominant, consistent with increased BMC and BMD. In contrast, CES animals exhibited enrichment of neurotransmitter-related pathways (e.g., glutamate, GABA, acetylcholine release cycles), aligning with previous studies showing that chronic stress perturbs central neurotransmitter systems [52, 59, 60]. Though speculative, the presence of such pathways in bone may reflect peripheral neural-immune interactions or stress hormone signaling, which are known to influence bone remodeling.

Our study has several limitations. First, this is a descriptive study lacking histological, bone turnover, and mechanical strength assessments. These analyses would provide deeper insights into bone cell activity, osteoid formation, and structural resilience, and should be prioritized in future work. Second, shorter bones could reflect developmental delay. Although litter size and survival were similar between groups, body weights were lower in CES pups at PND 21 but normalized by PND 35 (Fig. 2), supporting a transient growth delay rather than a permanent deficit with limited resources paradigm. We did not assess maternal milk production, pup suckling behavior, or locomotion, which are relevant to bone development. However, our goal was to minimize pup handling to avoid confounding stressors during the sensitive LBN period. No observable differences in stomach milk content weights were noted at PND 10 (data not shown). Furthermore, while cross-fostering experiments could help distinguish maternal versus direct pup effects, this was beyond the scope of the current study. We have discussed this as a critical future direction and recognize it as a limitation. Lastly, while bulk RNA-seq lacks cellular resolution, our gene expression changes correspond with phenotypic differences, particularly at PND 21 when bone and body weight changes were also observed, the current transcriptomic data provide an informative molecular snapshot of CES-induced disruption in bone development.

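Whether the effect of CES at PND 21 differed from that at the other ages was tested as a difference of effects. No gene passed for PND 21 against PND 10 by edgeR (807 genes at an unadjusted p under 0.05), and DESeq2 with the same design gave 15. For PND 21 against PND 35, 4 genes passed by edgeR (1544 genes at an unadjusted p under 0.05) and 22 by DESeq2. All 4 lie on chromosome Y, among them ENSRNOG00000060048 with a difference of -9.91 (standard error 1.94, adjusted p = 0.049). With Y-linked counts in place of the sex label in the model, none passed (1505 genes at an unadjusted p under 0.05). Without CES replicate 12, 13, 15 or 18 or STD replicate 16 the count was 0, and without STD replicate 11 it was 37. Among genes with a name, the difference between PND 21 and PND 35 was largest against its error for Prpf31, a splicing factor, at -0.40 (standard error 0.0992, adjusted p = 0.328), and between PND 21 and PND 10 for Itga4, at -1.06 (standard error 0.308, adjusted p = 0.977).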

In conclusion, our study provides evidence that early-life CES through limited bedding and nesting alters bone growth, mineralization, and structure during critical developmental windows. These effects appear age- and sex-specific, with persistent vertebral deficits and transient cortical changes. Molecular analyses suggest disrupted growth and immune signaling. Given the potential for long-term skeletal consequences, interventions aimed at maternal support and stress mitigation may be key to improving developmental outcomes in the offspring.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Table 1. The list of differentially expressed genes in lumbar vertebrae of chronic early life stress (CES) and control (STD) group in PND 21. log2FoldChange - log fold-change of the average expression between the two groups (positive and negative values indicate high and low expression of that gene, respectively, in CES group compared to the STD group). Sample n = 9/group with 4 males and 5 females in each group. Supplementary file1

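The table lists 66 genes, of which 57 have a negative and 9 a positive log2 fold change, and 55 carry a gene name. In the fit over all ages 60 of them had enough counts to be tested, and all 60 had the table's direction at PND 21. The threshold was passed by 44, of which 41 were lower and 3 higher in CES. At PND 10 the direction was the same for 44 of the 60 and at PND 35 for 38, with 0 and 5 of them at an unadjusted p under 0.05. Since the study chose the genes on the PND 21 libraries, only the other ages are independent of that choice.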

Supplementary Table 2. List of REACTOME pathways that were significantly enriched in PND 21 rat spine (lumbar vertebrae 4) of CES and STD group as identified by gene set enrichment analysis. Sample n = 9/group with 4 males and 5 females in each group. Supplementary file2

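A gene set enrichment analysis ranks all genes by their difference between the groups and asks whether the genes of a pathway gather at an end of the ranking. A pathway listed for the STD group is thus one whose genes tend to lie on the side of lower expression in CES, and no member of it need pass a threshold alone. Pathways that share genes, such as those of DNA replication, are not separate observations.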

## Data Availability

Transcriptome data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297538.

How the deposited data were processed for this re-analysis (not part of the article)

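RNA of the fourth lumbar vertebra was sequenced by the authors from 62 rat pups, 1 library per pup, at PND 10 (10 CES, 9 STD), PND 21 (9 CES, 9 STD) and PND 35 (13 CES, 12 STD). Libraries were made with a stranded kit. According to the methods and the deposited labels, reads were aligned with STAR 2.7.9a to mRatBN7.2 and counted per gene with featureCounts 1.5.0-p3. The strand setting of the counting and the release of the annotation are not given there. The deposited values are raw counts, and they were checked to be whole numbers. The table holds 30560 genes, of which 6207 have 0 counts in every library. Library totals ran from 14932119 to 28846072 (median 18199084).

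Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr over the 6 groups of age and treatment, which left 16670 genes. TMM factors ran from 0.805 to 1.18. A robust quasi-likelihood model with the 6 groups and the labelled sex was fitted to all libraries, and CES was compared with STD at each age, the effect at PND 21 with that at PND 10 and PND 35, and females with males. For comparisons within a sex, 12 groups of age, treatment and sex were fitted. P values were adjusted by the method of Benjamini and Hochberg, and the threshold was an adjusted p under 0.1 with a log2 fold change of at least 0.25 in size. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Values in CPM are means with SD over the libraries of a group.

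Gene lists were written before the data were examined. No table linking Ensembl identifiers to symbols was at hand, so members could be matched only through Supplemental table 1. Of 32 lists, the neutrophil list (8 of 37 genes) and the erythroid list (5 of 27 genes) reached the minimum of 5 members. They were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation and with fry, and with fgsea 1.28.0 on the DESeq2 statistic, at an adjusted p under 0.05. The planned tests of the DNA replication and synapse lists, the muscle and the neuron and glia scores and the Fisher test of the neutrophil list were not run for want of matched genes.

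Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes. Variance shares came from PERMANOVA on Euclidean distances (vegan 2.7.1) with 9999 permutations, with treatment and sex permuted within age. A maturation score was the mean log2 CPM of genes higher in STD at PND 35 than at PND 10 minus that of genes lower (adjusted p under 0.01, log2 fold change of at least 1), tested at PND 21 with an exact two-sided permutation test over 48620 splits.

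The genes named are Hoxa4 and Fos, genes of Supplemental table 1, whose values were seen beforehand, and by rule those with the largest changes or smallest p values among genes with a symbol. The Y-linked genes and the gene of chromosome 2 were named after their values were seen. Alternatives covered normalization, the filter, DESeq2 1.42.0, limma voom, fits of 1 age alone, the sex term, thresholds, blocks and single libraries. Calling was tested on simulated data with 200 changed genes, of which edgeR over all ages recovered 65.7% at a fold of 1.5, 92.5% at 2 and 98.5% at 3, with 12 false calls among 183. DESeq2 on PND 21 alone without a sex term had 41 false calls among 221. The simulated genes varied independently of each other, so these values do not cover libraries in which many genes move together. No library was left out of the fit.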

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

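The tests with Y-linked counts as a covariate, of correlation within runs of library numbers, of presence of the gene on chromosome 2, of the maturation scores of single libraries and without the 5 libraries that go against their sex labels were chosen only after the result was seen.

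Of 132 sets of values, each 1 measure or 1 named gene in 1 group, 3 held a sample far from the others. Chance would give about 6.6. The PND 35 groups, with 13 CES and 12 STD libraries, were too large for the test used and were not examined. CES replicate 16 of PND 21 lay at 30.84 on the first principal component, where the nearest of its group was at 0.7683, and at -14.16 on the second, where the nearest was at 6.019. On the first, the PND 35 libraries lay from -5.24 to 46.3. The maturation score of this library was 1.90, over the lowest at PND 35 (1.28), but STD replicate 15 of PND 21 had 1.91. STD replicate 18 of PND 21 had a log2 CPM of 2.465 for Lilrc2, a leukocyte receptor, and the nearest library of its group had 0.7217. In the PND 35 group of CES, which was not examined, replicate 30 had 17.1% of its counts on the mitochondrial chromosome, where the next had 12.38%. Replicate 26 of that group had 15810 genes detected, where the next lowest had 17928. No explanation of these values was tested.

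In 5 libraries the Y-linked counts went against the sex label, which the paper does not report. The X-linked gene with the strongest female bias in the other libraries lay on the side of the Y-linked counts, by the midpoint between the sexes, in 5 of the 5, and on the side of the label in 56 of the 57 others. CES replicate 11 is unclear by this gene, since its log2 CPM of 6.772 lay under the lowest of the other libraries labelled female (6.784) and within those labelled male (highest 6.803). RNA of the other sex mixed into a library is argued against for the 4 Y-positive libraries labelled female, of which 0 had the female level of that gene. A wrong sex label or an exchange of libraries may be the source and stays open. An exchange with a library of another age is argued against by the maturation score, which was 0.246, 0.435 and 0.558 in the 3 libraries of PND 21 and 2.27 and 2.97 in those of PND 35, where the highest at PND 10 was 0.00524, the highest at PND 21 was 1.91 and the lowest at PND 35 was 1.28. Whether treatment labels are touched was not tested.

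For 4 genes, all on chromosome Y, the effect of CES differed between PND 21 and PND 35 by a test of the difference. Among 100 splits of the PND 21 libraries 5 gave as many genes, with 240 as the highest of the others, so chance is not excluded. With Y-linked counts in place of the sex label 0 genes passed (1505 at an unadjusted p under 0.05, edgeR), and 22 passed by DESeq2 with the sex label. The 4 calls may come from the unequal numbers of Y-positive libraries. At PND 21 these were 3 of 9 in CES and 6 of 9 in STD, and at PND 35 they were 4 of 13 in CES and 2 of 12 in STD. Leaving out the 5 libraries that go against their sex label also gave 0 genes (2054 at an unadjusted p under 0.05, edgeR). Without CES replicate 12, 13, 15 or 18 or STD replicate 16 the count was 0, and without STD replicate 11 it was 37.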

How the results depend on the processing

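Fits without the 5 libraries that go against their sex labels, with Y-linked counts, with DESeq2 on 1 age and no sex term, with the level of co-varying genes or the maturation score as covariate, on paired libraries only and with an estimated correlation under other list settings were chosen only after the result was seen. Where no cause is given, the cause was not tested.

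For CES against STD at PND 21, 594 genes passed. The count was within 1.5 times of this with DESeq2 size factors, without a sex term, with Y-linked counts, without STD replicates 5 and 6 of PND 10 and without a fold change minimum (571 to 652). It was 382 with no filter, 943 with at least 1 CPM in 9 libraries, 910 with DESeq2, 0 with edgeR and 34 with DESeq2 on PND 21 alone, 64 with DESeq2 on PND 21 alone and no sex term, 5 with limma voom and sample weights, 1 with the library-number run as random block in limma voom (0 in limma voom without it, so the block does not end the calls), 0 with run sums, 0 at an adjusted p under 0.05, 1199 without the 5 libraries, 0 with the level of the co-varying genes, which holds called genes itself, and 0 with the maturation score, but 1396 (all ages) and 1086 (PND 21 alone) with the score centred within groups, which cannot take up a difference between groups. With the replicate block it was 0, and on the same paired libraries without the block also 0, so the block is not what ends the calls. The replicate numbers do not pair the samples (median correlation of pairs 0.0138). Single libraries left out gave 0 to 1622.

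At PND 10 the 0 became 11 with DESeq2, 2 with limma voom and sample weights, and 1 with limma voom whether or not the run was a block. At PND 35 it became 34 with DESeq2 and 2 with DESeq2 on that age alone. For PND 21 against PND 10 it became 15 with DESeq2. For PND 21 against PND 35 the 4 became 22 with DESeq2, 2 with no filter, 2 at an adjusted p under 0.05, and 0 without a sex term, with limma voom, either block, run sums, Y-linked counts or without the 5 libraries, and 0 to 37 without single libraries. Between the sexes 12 became 32 with no filter, 27 with DESeq2 and 0 with the replicate block. In females at PND 21 the 0 became 4 with DESeq2, 11 with DESeq2 on that age alone, 1 with limma voom, 876 without the 5 libraries, and 0 to 743 without single libraries. In males it became 1 and 4, and for the difference between the sexes 5 and 8, with the same 2 DESeq2 fits.

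Both gene lists were lower and past the threshold at PND 21 in all settings run. The study chose their matched members on these libraries, so this is not independent evidence. At PND 10, 1 list passed with sample weights. At PND 35, 1 passed with no filter, sample weights, the replicate block or fgsea. With an estimated correlation in camera none passed at either age, whether with the fit over all ages, sample weights, no filter or the replicate block (adjusted p from 0.2857 to 0.9309). Of the genes of Supplemental table 1, 44 passed, but 0 with edgeR on PND 21 alone, the replicate block, run sums or an adjusted p under 0.05, and 1 with limma voom or the run block. No named gene changed direction with a library left out. The muscle, neuron and glia scores and the list test with the run as random block were not run.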

Differences from the paper's values

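DESeq2 on the PND 21 libraries without a sex term was chosen only after the result was seen.

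At the paper's threshold 594 genes passed at PND 21, where the paper's count is 66. Of these, 565 were lower and 29 higher in CES, where the paper's counts are 57 and 9. All alternatives set before the data were examined also differ from the paper's total by more than 1.5 times, with counts from 0 to 943, and from 0 to 1622 with single libraries left out. Among them DESeq2 on PND 21 alone, with sex, came to 34 genes, of which 29 were lower and 5 higher. DESeq2 on PND 21 alone without a sex term, chosen after seeing the values, gave 64 genes (55 lower, 9 higher) and 66 without the fold change minimum. All 66 are those of Supplemental table 1, with log2 fold changes that differ by at most 7.2e-06. With the minimum it drops 2 of the paper's genes, Amd1 and Dnajc13, whose size in the table is under 0.25. The same kind of fit passed 0 genes at PND 10 and at PND 35, ages where the paper reports no difference. The count of 64 in this fit without a sex term rests on single libraries. It was 0 without STD replicate 18 (1670 genes at an unadjusted p under 0.05). It was 1 without CES replicate 11, 12 or 17 or STD replicate 15, 3 without CES replicate 18 and 4 without CES replicate 14. It was 16 without STD replicate 17. Without CES replicate 13 or 16 or STD replicate 13, 14, 12 or 11 it was 190, 400, 515, 628, 637 and 1523. The paper's methods name time point, condition and sex as factors, and its results state that males and females were combined for the further analysis.

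The paper states that Hoxa4 and Fos were upregulated. Their log2 fold changes of 0.42 and 0.59 have that direction but did not pass (adjusted p = 0.19 and 0.148 from edgeR). Both pass with DESeq2 on PND 21 alone without a sex term. Of the 66 genes in the table, 60 were tested, all 60 had the paper's direction and 44 passed.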

Other observations

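The co-varying gene groups, the maturation score as a covariate, the score without CES replicate 16, the test with Y-linked counts, the correlation within runs and the presence of the gene on chromosome 2 were chosen only after the result was seen.

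Genes that follow the named neutrophil, erythroid and replication genes moved together from library to library. In the PND 10 and PND 35 libraries alone, 95 genes followed the named neutrophil genes, 207 the erythroid genes and 288 the replication genes with a correlation of at least 0.8 within groups, with the named genes and those of Supplemental table 1 left out. These groups overlap strongly, with 177 genes shared by the erythroid and replication groups, and make up 336 genes. They have no names here, so which cells express them is not known. The named genes behind the groups were picked by the study as changed in the PND 21 libraries, so the PND 21 values of the groups are not independent evidence of a lower level. At PND 21 each of the 95, 207 and 288 genes had a negative log2 fold change. Of the 336, 160 passed as lower, which is 47.6% of them and 30.53% of the 524 other genes called lower. Their mean log2 CPM was 4.87 ± 0.267 (SD, n = 9) in CES and 5.43 ± 0.631 (SD, n = 9) in STD (exact permutation test, two-sided, p = 0.019, adjusted p = 0.0694 over 12 comparisons). STD replicates 18 (6.644) and 15 (6.092) were highest, and exact p ranged from 0.00173 to 0.0405 when single libraries were left out. At PND 10 the difference was -0.04 (permutation p = 0.851) and at PND 35 -0.04 (p = 0.802). The difference between ages was not past a threshold (PND 21 minus PND 10, permutation p = 0.131, and minus PND 35, p = 0.0819).

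For the 594 genes at PND 21, 4 of 100 splits of the libraries gave as many, the real grouping among them. This is under the bound set beforehand for excluding chance, but so close to it that chance is not excluded here. The highest of the others called 3461. Unequal sex is argued against, since 571 genes passed with Y-linked counts as covariate. Runs of 12 library numbers, a guess at batches, each held libraries of 1 treatment. The paper set litters at 12 pups, so a run could also be a litter, which the sources do not state. Resemblance within runs is argued against only as an average over all tested genes, with a correlation within runs of -0.0561 at PND 21. The called genes were not examined alone, so resemblance within runs in those genes stays open. The sources do not say which pups shared a litter, so litters stay open. With counts summed over each run within an age, 0 genes passed at PND 21 by edgeR (2702 at an unadjusted p under 0.05, smallest adjusted p 0.195). These sums cannot tell an effect of litters from the smaller number of units. A lower content of neutrophils, red cell precursors or dividing cells in CES libraries stays open. The co-varying groups held 30.53% of the other lower genes, but the named genes they follow were picked as changed in these libraries, so that this share cannot decide it, and marrow in the pups and the share of marrow in the sample were not told apart. A different maturity of the tissue stays open. The score was 0.601 ± 0.62 (SD, n = 9) in CES and 0.893 ± 0.585 (SD, n = 9) in STD (exact permutation test, p = 0.3171). A p over 0.05 had been set beforehand as the bound against this explanation, but with SDs of that size it cannot exclude a difference of -0.2919. With the score as covariate 0 genes passed by edgeR (2139 at an unadjusted p under 0.05), since the smallest adjusted p rose to 0.212. The median log2 fold change of the 565 lower genes went from -0.60 (quartiles -0.80 and -0.38, median standard error 0.17) to -0.48 (quartiles -0.65 and -0.32, median standard error 0.16), so the score took up a small part of it. With the score centred within groups, which cannot take up a difference between groups, 1396 genes passed. Without CES replicate 16 the difference was -0.4539 (exact permutation p = 0.0884).

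Chance is excluded for the 12 genes between the sexes (1 of 40 splits as many, highest other 4). For the neutrophil and erythroid lists at PND 21 no other split gave a p as small (1 of 100 splits each, smallest other p 3.68e-06 and 1.3e-05), but their matched members were chosen on this grouping of these libraries, so the splits decide nothing. It is not excluded for counts of 0, which every split reaches, at PND 10 (40 of 40, highest other 1043), PND 35 (40 of 40, 147), PND 21 minus PND 10 (100 of 100, 1233), females (100 of 100, 3024), males (35 of 35, 1) and females minus males (40 of 40, 2253) at PND 21.

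ENSRNOG00000070065 may be present in some animals and nearly absent in others whatever the treatment, since both kinds of library occurred in 4 of the 4 groups at PND 10 and PND 35. Lower presence under CES at every age stays open, though at PND 10 the shares went the other way, with 4 of 10 CES and 3 of 9 STD libraries over 100 counts (Fisher's exact test, p = 1). Over all ages 6 of 32 CES and 12 of 30 STD libraries had over 100 counts (Fisher's exact test, p = 0.09387). A p of 0.05 or more had been set as the bound against it, but the libraries are too few for that p to exclude it.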
